A study of Mus musculus with 6 samples. Its data were reported in "Epigenetic mechanisms regulate sex differences in cardiac reparative functions of bone marrow progenitor cells" (2024).

How the data were processed

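H3K9me3, the trimethylated form of lysine 9 of histone H3 and a mark linked to gene silencing, was mapped by CUT&Tag in mouse bone marrow endothelial progenitor cells (EPCs) carrying Sca-1 and CD31. In CUT&Tag an antibody against the mark tethers the Tn5 transposase to chromatin, so DNA near the mark is cut and tagged for sequencing. Open chromatin can be tagged as well. The libraries fell into 3 groups of 2, named from their labels: cells of male mice (M-EPC), of female mice (F-EPC) and of ovariectomized female mice (OVX-EPC).

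The authors trimmed paired-end reads, aligned them to the mm10 mouse genome with Bowtie2, removed duplicates with Picard, discarded reads of low mapping quality and called peaks with MACS. They used HOMER with its annotatePeaks command on these reads and the ChIPseeker package in DolphinNext for regions of differing occupancy. The model behind the deposited p-values is not named. DESeq2 fitted to the recovered reads of all regions gave p-values whose logarithms had a correlation of 1.000 with the deposited ones in both tables with F-EPC. The deposited files are 3 tables, 1 for each pair of groups, with a normalized signal per region and library, the authors' annotation of each region and the results of their test. Per the file headers, the authors gave a log2 fold change, a p-value and an adjusted p-value for each region. Removing duplicates limits the signal at strong regions, and discarding reads of low mapping quality lowers it in repeats, where much H3K9me3 lies.

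Each deposited signal value was a whole number of reads divided by 1 factor per library. Recovered this way, 100% of the values were whole reads. The factors equalled median-of-ratios size factors computed separately in each table, so a value of 1 library differs in scale between tables. The deposited adjusted p-value equalled a Benjamini-Hochberg adjustment of the deposited p-value. Over the 3 tables there were 58511 regions, of which 58426 were in all 3, and 99.2% of the regions were 400 bp long. The authors' annotation placed 20.7% of them in promoters (within 3 kb of a transcription start site, TSS), 54.4% in distal intergenic sequence and 21.1% in introns. None (0) reached past a chromosome end of GRCm38, and 99.4% of the promoter regions within 1 kb lay within 1000 bp of a GENCODE M21 TSS, against 2.77% of the distal intergenic regions. A further 1126 regions had no gene name and stayed in every test. Coordinates are those of mm10.

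Both F-EPC libraries lacked reads after a position in the table order, as the report describes. The 26999 regions up to the earlier position are called covered regions here. A few of them were empty in a library, 1.31% in F-EPC replicate 1 and 2.46% in replicate 2. The comparisons of F-EPC were run on covered regions, and the comparison of OVX-EPC with M-EPC on all regions. The design written beforehand did not foresee absent reads. Restricting the F-EPC comparisons to covered regions was made the main setting only after counts of differing regions with and without the restriction had been seen, and both counts are given.

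The tests, the comparisons, the filter and the rule for named regions were fixed before the data were examined. For raw counts that design named edgeR, with all 6 libraries in 1 model if they shared a scale. For normalized values it named the test used here: limma with a mean-variance trend on log2(value + 1) of the authors' values. It was fitted to the 4 libraries of a table without covariates. The deposited values are normalized, so limma was the main test, although whole reads could be recovered. A region was tested where at least 2 of the 4 libraries had a value of at least 10. A region was counted as differing at a Benjamini-Hochberg adjusted p-value under 0.05. Fold changes on the log2(value + 1) scale understate the change of weak regions. A contrast of the mean of F-EPC and OVX-EPC with M-EPC was fitted to all 6 libraries, with median-of-ratios factors from the 23477 regions holding reads in all 6. In each comparison the regions named are the 5 with the smallest p-value in each direction among those differing, provided the groups' values did not overlap, and the regions of Ccl3, Angpt1, Kdr, Nos3, Tek and Vegfa, whose H3K9me3 the study examined. Some regions that this rule names are not reported here. Xist, Ddx3y, Eif2s3y, Kdm5d and Uty served as sex checks.

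The promoter share is the percentage of a library's region reads that fell in promoter regions. Groups were compared by a two-sided exact permutation test, which with 2 libraries against 2 cannot go below p = 0.333. The promoter difference is the median log2 fold change of autosomal promoter regions minus that of the other autosomal regions, with no p-value, since regions are not replicates. Its spread is that of the same score between replicates in the main fit, and it was not recomputed under the alternatives. Distances between groups are root mean squares over regions of the difference of log2 CPM (read counts scaled to library size).

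Depth, taken as reads in regions, ran from 288353 (F-EPC replicate 1) to 573821 (M-EPC replicate 2). In covered regions the median was 5 to 8 reads per region and library, which makes single regions imprecise. Intervals are 95% Wilson intervals unless named otherwise. They and the limits for a count of 0 (3 reads) cover counting error only, since reads without molecular identifiers are not independent molecules. No pair of replicates agreed within sampling noise: chi-square per degree of freedom was 1.37 in M-EPC, 1.38 in F-EPC and 1.32 in OVX-EPC. Each library was therefore counted as 1 replicate, although this does not show that replicates came from separate animals. The paper describes vials of cells set aside in duplicate, without naming the animals behind each. If replicates share a culture, their spread and the p-values leave out variation between animals.

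Gene lists were fixed beforehand for the study's proinflammatory and proangiogenic genes, for housekeeping genes, and for genes expected to carry the mark (zinc finger, vomeronasal and olfactory receptor genes and 10 imprinted genes). A list of 60 interferon-induced genes was written later, prompted by 4 genes seen near differing regions, and those 4 were left out of its test. Lists were tested with fry in limma, 11 tests in all, and set against 10000 random lists of regions of the same class and read level.

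Software was limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0 in R 4.3.3, and numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in Python 3.11.15. The tests were tried on simulated reads drawn at the depth of these libraries. With no change put in, limma, edgeR and DESeq2 each made 0 calls, in 8122 regions by limma for F-EPC against M-EPC. Of 200 regions given a 4-fold change, limma recovered 79.0% of the 195 that passed the filter for F-EPC against M-EPC and 66.5% of 197 for OVX-EPC against M-EPC. DESeq2 recovered 20.8% and 21.2% in the same runs. Of a 2-fold change limma recovered 4.60% of 174 and 8.82% of 170, so most changes of that size pass undetected here.

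Alternatives were DESeq2 and edgeR on the recovered reads, other scalings, other filters, pseudocounts of 0.1 and 5, looser and stricter thresholds, a block for the replicate number, removal of each library's GC trend (lowess), narrower and wider promoter definitions and leaving out each library in turn. Some were added after the data were seen. These were the fits over all regions with absent F-EPC reads taken as 0, and OVX-EPC against M-EPC in covered regions. Limma with TMM factors, the promoter class within 1 kb and the use of a different M-EPC library for each change were also added then. So was edgeR on 6 libraries, which the design had named for raw counts. Sequencing batches are not given by the labels and were not modelled.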

Results

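To determine whether H3K9me3 differs between EPCs by sex or by ovariectomy, CUT&Tag signal was compared over 58511 regions between male (M-EPC), female (F-EPC) and ovariectomized female (OVX-EPC) cells, with 2 libraries in each group. M-EPC replicates 1 and 2 held 501237 and 573821 reads in these regions. F-EPC replicates held 288353 and 410439 reads, and OVX-EPC replicates held 501840 and 548290 reads.

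The F-EPC libraries held reads in only part of the genome. With chromosome names sorted as text, F-EPC replicate 1 had its last read in the region chr16:30556738-30557137 and 0 reads in the 31512 regions after it. F-EPC replicate 2 had its last read in chr3:110808454-110808853 and 0 reads in the 16744 regions after it. Up to these positions 1.31% and 2.10% of regions had no read, compared with 1.60% to 4.74% of all regions in the other 4 libraries. These last regions are called the stops here. The 26999 regions (46.1%) up to the first stop are called covered regions, 14768 regions lay past it up to the other stop and 16744 after both. Chromosomes 4 to 9, X and Y therefore had 0 F-EPC reads. In the 26999 covered regions F-EPC replicates held 288353 and 252356 reads, M-EPC replicates 200296 and 235301, and OVX-EPC replicates 209015 and 223313.

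**Figure D1:**
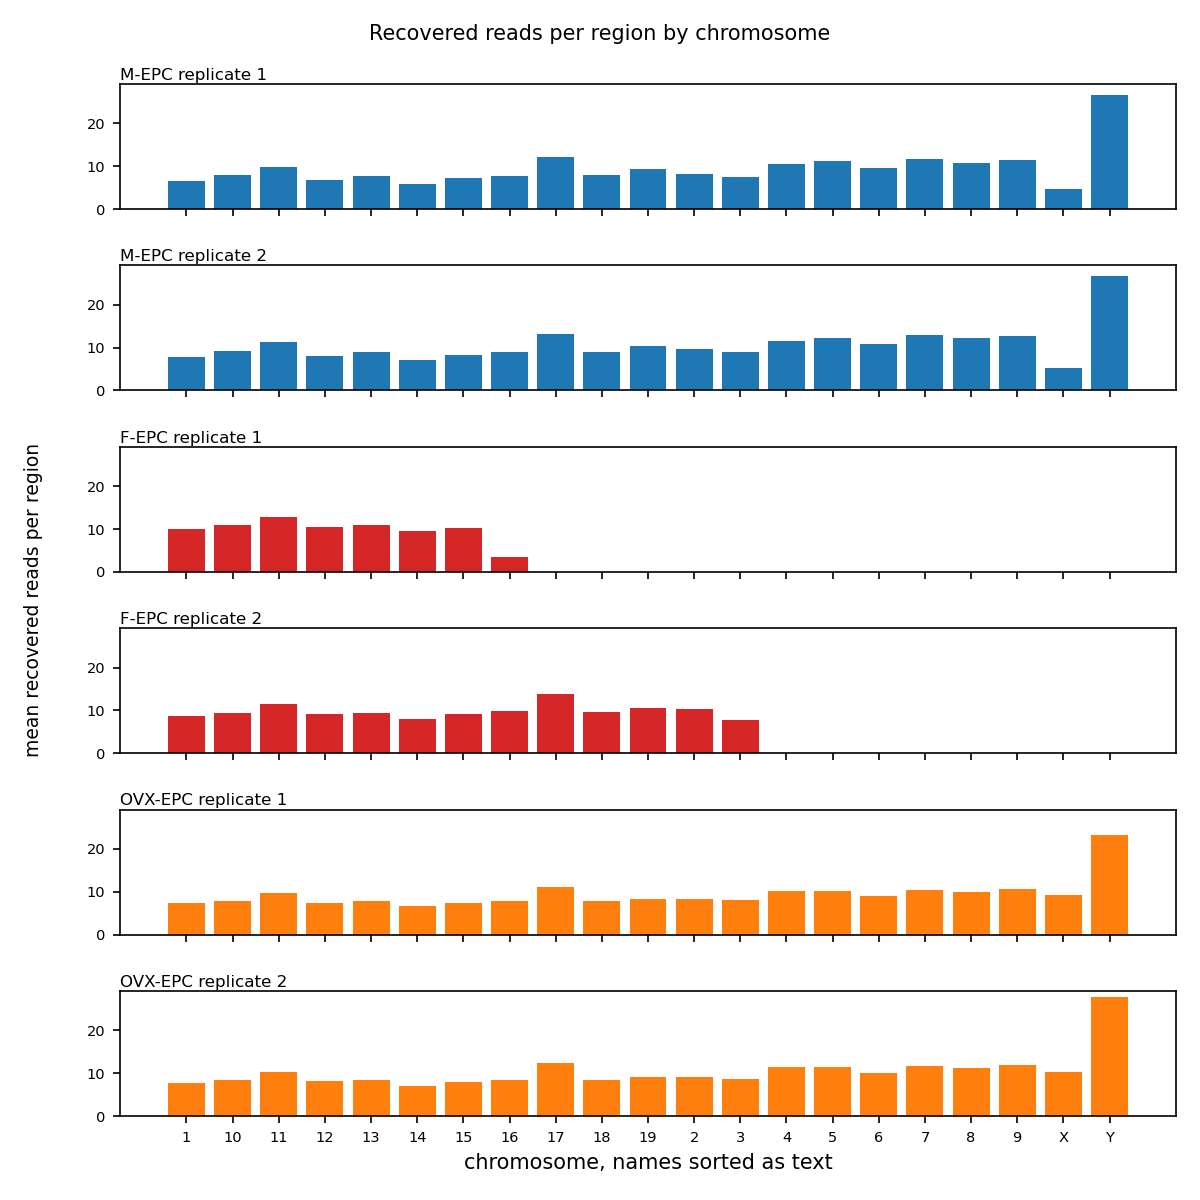
Mean recovered reads per region for each chromosome (names sorted as text) in each of the 6 libraries, 1 panel per library. F-EPC replicate 1 has no bars after chromosome 16 and F-EPC replicate 2 none after chromosome 3, whereas M-EPC and OVX-EPC libraries have reads on every chromosome.

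In the authors' deposited table of M-EPC over F-EPC, 2877 regions had an adjusted p-value (Benjamini-Hochberg) under 0.05, all higher in M-EPC. Of these, 2876 lay after both stops, 1 between them and 0 in covered regions, where 23 had an unadjusted p-value under 0.05. In the authors' deposited table of F-EPC over OVX-EPC, all 1096 such regions by Benjamini-Hochberg adjusted p-value were lower in F-EPC and lay after both stops. In covered regions that table had 0, with 7 at an unadjusted p-value under 0.05. The authors' deposited table of M-EPC over OVX-EPC had 6 regions at a Benjamini-Hochberg adjusted p-value under 0.05, all higher in M-EPC.

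The comparison of F-EPCs with M-EPCs asked whether the mark differs by sex in intact animals. Of 8139 covered regions tested, 146 differed (limma, Benjamini-Hochberg adjusted p-value under 0.05), 14 higher and 132 lower in F-EPC. Promoters held 47 of the 146. At an unadjusted p-value under 0.05 there were 1852 regions. The count moved most when all deposited regions were used with absent F-EPC reads taken as 0, which gave 5684 regions, 5655 of them lower in F-EPC. On the covered regions DESeq2 called 4 of the 9084 that had at least 10 reads in at least 2 libraries. The design's choice for raw counts, edgeR fitted to 6 libraries, called 340, with 106 higher and 234 lower in F-EPC. The median autosomal log2 fold change was -0.19 with the authors' factors and -0.06 with TMM factors, so part of the excess of lower regions depends on the scaling. With TMM factors 29 regions differed, 5 higher and 24 lower. All 146 regions had values that did not overlap between groups, a property of 53.8% of all regions tested and of 33.3% by chance.

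Among the regions named by p-value that were lower in F-EPC, a Gm38231 promoter region at chr10:37130855-37131254 fell from 59.7 ± 12.8 to 8.66 ± 2.09 (SD, n = 2), a log2 fold change of -2.65 ± 0.321 (SE; limma, Benjamini-Hochberg adjusted p = 2.9e-05). An Unc5a promoter region at chr13:55003203-55003830 fell from 39.2 ± 8.18 to 6.88 ± 0.701 (SD, n = 2; log2 fold change -2.34). The regions with the smallest p-values among those higher in F-EPC were in an intron near Baalc (chr15:38908329-38908728, log2 fold change 2.13), in distal intergenic sequence assigned to Lgmn (chr12:102443668-102444067, 1.82), in the Lgmn promoter (chr12:102426315-102426714, 1.80), downstream of Actr3 (chr1:125390451-125390850, 1.64) and in the Cyb5r3 promoter (chr15:83174234-83174633, 2.04). The change at Cyb5r3 ranged from 1.30 to 2.79 when each M-EPC library was left out in turn, so 1 library decided its size. DESeq2 called none of these 5 higher regions, and it did not call the Unc5a region, although it gave each the same direction.

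The comparison of OVX-EPCs with M-EPCs asked whether the difference by sex is present without ovarian hormones. Of 16931 regions tested over the whole genome, 76 differed (limma, Benjamini-Hochberg adjusted p-value under 0.05), 8 higher and 68 lower in OVX-EPC. All 8 higher regions were on chromosome X, 1 of the lower regions was on Y, and 67 of the 76 were autosomal. Promoters held 23 of the 76, and 2730 regions had an unadjusted p-value under 0.05. In covered regions only, 21 regions differed, all lower. DESeq2 called 8 regions, 2 higher and 6 lower, and edgeR called 139, 66 higher and 73 lower, of which 38 of the higher regions were on X. The median autosomal log2 fold change was -0.17 with the authors' factors and -0.01 with TMM factors, and TMM factors gave 41 regions, 10 higher and 31 lower. All 76 regions had values that did not overlap between groups, against 47.9% of all regions tested and 33.3% by chance.

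A Mex3b promoter region at chr7:82869538-82869937 fell from 90.8 ± 16.0 in M-EPC to 10.4 ± 5.34 in OVX-EPC (SD, n = 2), a log2 fold change of -3.08 ± 0.312 (SE; limma, Benjamini-Hochberg adjusted p = 1.1e-06). An exon of Gm20750 at chr3:52909978-52910377 fell from 105 ± 3.78 to 32.7 ± 1.89 (SD, n = 2; log2 fold change -1.65). In the Gm29277 region at chrY:259006-259405 OVX-EPC had 0 and 0 reads, so M-EPC was at least 16.9-fold higher. This region was not called with a pseudocount of 0.1. The X regions with the smallest p-values were in the promoters of Cited1 (chrX:102250935-102251334, log2 fold change 2.90), Efnb1 (chrX:99136084-99136483, 2.67) and Pcdh19 (chrX:133687151-133687550, 3.51). The other 2 were intergenic regions assigned to ENSMUSG00000095637, which had no gene name, at chrX:31774647-31775046 (1.91) and chrX:31736852-31737251 (1.91). Efnb1 had 8 and 1 reads in the M-EPC libraries, and its change ranged from 1.499 to 3.83 without each of them. Pcdh19 had 0 and 4 reads there, and its change ranged from 2.40 to 4.61. The ranges were 1.44 to 2.39 at chrX:31774647, 1.29 to 2.53 at chrX:31736852 and 2.45 to 3.36 at Cited1. Among these X regions DESeq2 called Cited1 alone.

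The comparison of OVX-EPCs with F-EPCs asked whether ovariectomy changes the mark. Sequencing batches are not known, so a difference between these groups need not come from ovariectomy. Of 7897 covered regions tested, 1 differed (limma, Benjamini-Hochberg adjusted p-value under 0.05) and 491 had an unadjusted p-value under 0.05. The region lies downstream of Slfn9 at chr11:83000723-83001122, where the value fell from 34.9 ± 2.17 in F-EPC to 8.85 ± 0.337 in OVX-EPC (SD, n = 2; log2 fold change -1.86 ± 0.334, SE; Benjamini-Hochberg adjusted p = 0.0096). DESeq2 called 0 of 9155 regions passing the same filter on reads, with 49 at an unadjusted p-value under 0.05. With all deposited regions and absent F-EPC reads taken as 0, 5076 regions differed, 5063 of them higher in OVX-EPC.

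**Figure D2:**
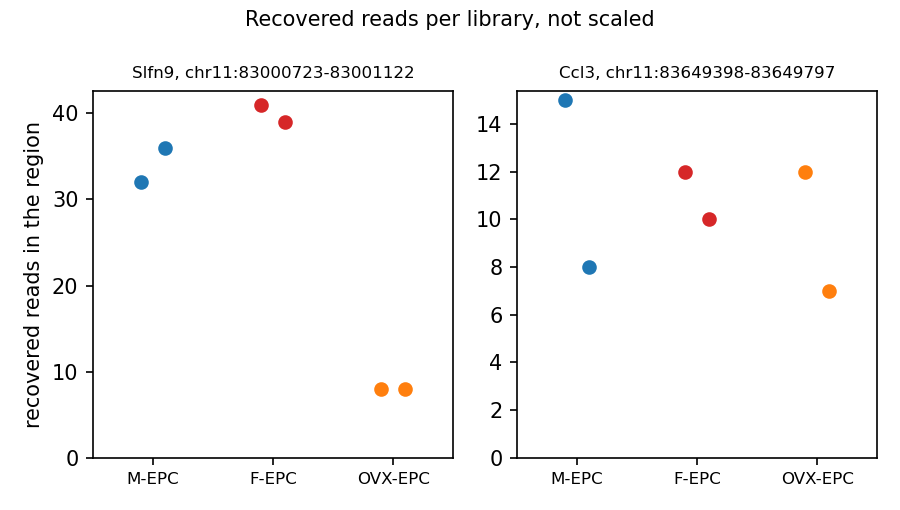
Recovered reads, not scaled, in each of the 6 libraries at a region downstream of Slfn9 and at a Ccl3 promoter region, with 1 point per library. At Slfn9 the OVX-EPC libraries have 8 and 8 reads and the other libraries 32 to 41, and at Ccl3 the groups overlap.

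Taking both female groups against M-EPC in 1 model of 6 libraries, 329 of 8695 covered regions differed, 95 higher and 234 lower than in M-EPC (limma, Benjamini-Hochberg adjusted p-value under 0.05). DESeq2 called 10. In limma the split depended on the scaling: it was 145 higher and 175 lower with TMM factors and 132 and 175 when scaled to the total of region reads. It was 153 and 182 with the GC trend removed, and 15 and 136 with at least 30 in at least 2 libraries. The split was 118 and 232 with edgeR and 115 and 245 with edgeR and DESeq2's factors.

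The study asked whether H3K9me3 at promoters was higher in M-EPCs. In covered regions the promoter share of region reads was 28.9% ± 2.55 in M-EPC, 24.4% ± 1.34 in F-EPC and 25.6% ± 0.288 in OVX-EPC (SD, n = 2 each). M-EPC replicates 1 and 2 were at 30.7% (95% interval 30.5 to 30.9) and 27.1% (26.9 to 27.3), both above the 25.8% of the highest other library. Over all regions the share was 31.0% ± 2.36 in M-EPC and 27.7% ± 0.128 in OVX-EPC (SD, n = 2). The differences were -4.53 percentage points for F-EPC against M-EPC in covered regions, -3.28 for OVX-EPC against M-EPC over all regions and 1.23 for OVX-EPC against F-EPC. Without M-EPC replicate 1 the first 2 were -2.72 and -1.61, and without F-EPC replicate 1 the last was 0.284. Each gave p = 0.3333 in the exact permutation test, the smallest value that 2 libraries against 2 allow. In regions with at least 30 reads in at least 2 libraries the differences against M-EPC were -0.596 and 0.271 percentage points, so the second changed direction.

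**Figure D3:**
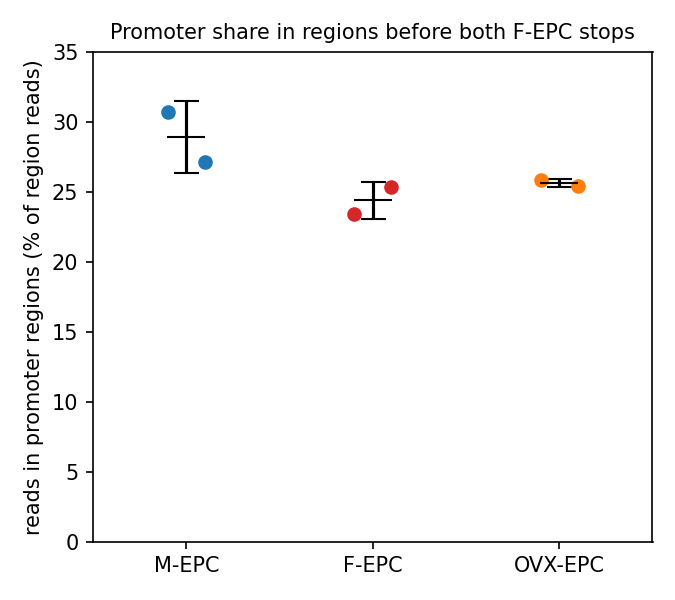
Percentage of region reads in promoter regions, in covered regions, with points for libraries and bars for the mean and SD of 2 libraries. Both M-EPC libraries (30.7% and 27.1%) lie above the F-EPC and OVX-EPC libraries (23.4% to 25.8%).

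The median log2 fold change of promoter regions lay below that of other regions by -0.32 for F-EPC against M-EPC, where the spread between replicates was 0.133, and by -0.18 for OVX-EPC against M-EPC, where it was 0.0876. For OVX-EPC against F-EPC the difference was 0.09, close to its spread of 0.0853. With each library left out in turn it ranged from 0.025 (without OVX-EPC replicate 1) to 0.171 (without F-EPC replicate 2). In regions with at least 30 reads in at least 2 libraries the differences against M-EPC were -0.04 and -0.04, within the spread of the main fit. M-EPC replicate 1 carried much of the differences: without it they were -0.18 and -0.08. The second was then within the spread, but that spread was computed with M-EPC replicate 1 included.

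Changes of F-EPC and of OVX-EPC against M-EPC were correlated across 8695 covered regions (Pearson r = 0.744). Simulated unchanged groups, with simulated M-EPC libraries shared by both changes, gave a mean r of 0.540 and at most 0.559 in 100 draws. With a different M-EPC library for each change r was 0.390 and 0.382, compared with at most 0.0275 in simulation. The simulated libraries carry no trend common to a group, so a technical trend shared by both M-EPC libraries is not excluded. Regions are not independent replicates, and no p-value was computed. Of 141 regions differing in F-EPC that were tested in both, all 141 changed in the same direction in OVX-EPC, and 18 differed in both comparisons, all lower than in M-EPC. This share is raised by the M-EPC libraries that both comparisons use.

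**Figure D4:**
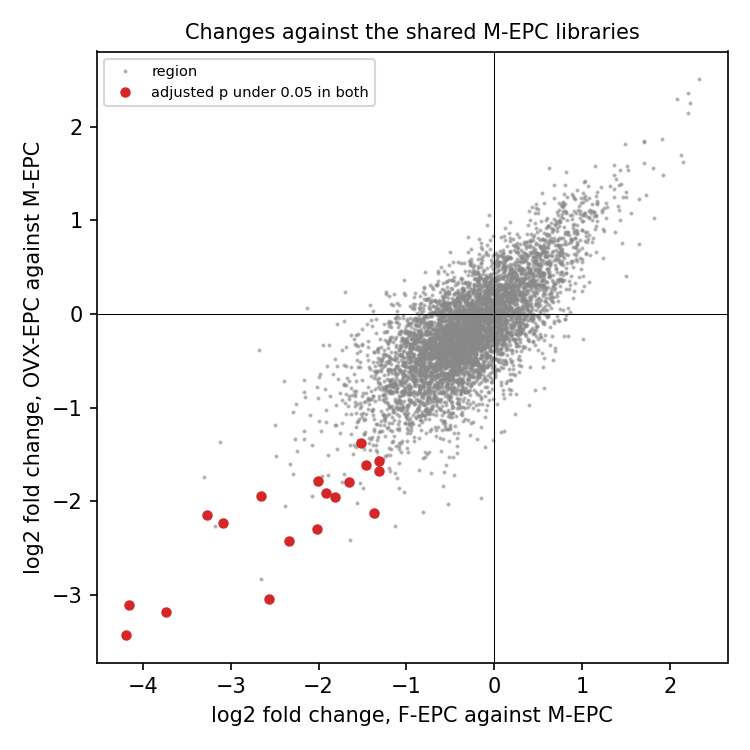
Log2 fold change of F-EPC (horizontal axis) and of OVX-EPC (vertical axis) against the same M-EPC libraries, with 1 point for each of the 5740 covered regions tested in both and the 18 regions differing in both comparisons in red. Pearson r was 0.750 over the plotted regions, and unchanged groups simulated over 8695 covered regions gave 0.540.

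The study also asked whether F-EPCs lie closer to OVX-EPCs than to M-EPCs. Over 10651 regions the root mean square distance between group means was 0.645 between M-EPC and F-EPC, 0.585 between M-EPC and OVX-EPC and 0.451 between F-EPC and OVX-EPC, in log2 units. Replicate differences alone would give 0.423, 0.453 and 0.421. Replicates of a group were 0.644 apart in M-EPC, 0.549 in F-EPC and 0.638 in OVX-EPC.

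Of the genes whose H3K9me3 the study examined, Ccl3 had 1 region, in its promoter at chr11:83649398-83649797. M-EPC had 15 and 8 reads there, F-EPC 12 and 10 and OVX-EPC 12 and 7. Their direction turned with 1 library left out, for F-EPC against M-EPC from a log2 fold change of -0.93 to 0.19. None of the differences exceeded the spread between replicates (exact permutation test, two-sided, p = 1 for F-EPC against M-EPC, p = 0.667 for OVX-EPC against M-EPC and p = 1 for OVX-EPC against F-EPC). Angpt1 had 4 regions, with 4 and 12 reads in M-EPC, 13 and 5 in F-EPC and 3 and 3 in OVX-EPC. All 4 are distal intergenic, which leaves its promoter unmeasured. Summed over its regions, the OVX-EPC change against M-EPC was -1.01, beyond the spread between replicates of 0.581, and ran from -1.59 to -0.43 without each library, weakest without M-EPC replicate 2. The exact permutation test gave p = 0.3333, the smallest possible. With no filter on low values 1 of the regions had an unadjusted p = 0.0176 in limma. For OVX-EPC against F-EPC the change was -0.91, beyond the spread of 0.516, with the same exact p-value, and it was -0.39 without F-EPC replicate 1. The F-EPC change against M-EPC was -0.15 and turned from -0.72 to 0.41 depending on the M-EPC library left out. Kdr had 1 region, with 6 and 7 reads in M-EPC and 5 and 0 in OVX-EPC, a log2 fold change of -1.58, beyond the spread between replicates of 1.30 (exact permutation test, two-sided, p = 0.3333, the smallest possible). It was -0.29 without OVX-EPC replicate 2. Tek had 1 region, with 8 and 1 reads in M-EPC and 1 and 3 in OVX-EPC, and its change turned from -1.79 to 0.55 depending on the M-EPC library left out. No difference was detectable at this depth at Ccl3 or Tek. At Angpt1 and Kdr a change beyond the spread is not a detection either. With no filter, their smallest Benjamini-Hochberg adjusted p-values in limma for OVX-EPC against M-EPC were 0.368 and 0.501. Vegfa had 13 regions, 12 of them distal intergenic, with 179 and 224 reads in M-EPC and 139 and 170 in OVX-EPC, a log2 fold change of the sums of -0.39, beyond the spread of 0.102 (exact permutation test, two-sided, p = 0.3333, the smallest possible with 2 against 2). Its 1 promoter region had 10 and 6 reads in M-EPC and 9 and 6 in OVX-EPC, a log2 fold change of -0.080. At Kdr, Tek and Vegfa the F-EPC libraries were not compared, since at least 1 of them held no reads there. Nos3 had 0 regions, which leaves its promoter unmeasured. None of the regions of these genes had a Benjamini-Hochberg adjusted p-value under 0.05 in limma. The study's proinflammatory list had 3 regions tested for F-EPC against M-EPC, 5 for OVX-EPC against M-EPC and 1 for OVX-EPC against F-EPC. The proangiogenic list had 14 for OVX-EPC against M-EPC and none (0) that could be tested in the comparisons of F-EPC. Of the regions tested, 0 differed over all regions and 0 adjusted over the list alone. For OVX-EPC against M-EPC, 0 of 5 proinflammatory and 1 of 14 proangiogenic regions had an unadjusted p-value under 0.05, and for F-EPC against M-EPC 1 of 3 proinflammatory regions had. The 1 region for OVX-EPC against F-EPC had not.

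The share of reads on the sex chromosomes checked the labels. Chromosome X held 1.20% of region reads in each M-EPC library and 2.40% and 2.43% in the OVX-EPC libraries. Chromosome Y held 0.133% and 0.117% in M-EPC and 0.116% and 0.127% in OVX-EPC, so its total did not separate the groups. Its 9 regions between chrY:90737870 and chrY:90825625 held 988 reads in M-EPC and 1267 in OVX-EPC. The other 16 Y regions held 348 and 9. Kdm5d had 13 and 12 reads in M-EPC and 0 and 0 in OVX-EPC, and Eif2s3y 15 and 8 compared with 0 and 0. Xist, Ddx3y and Uty had 0 regions. The sex of the F-EPC libraries could not be checked in this way, because they had no reads on X or Y.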

Values the study reported

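The study reported that promoters made up 31.88% of H3K9me3 occupancy in M-EPCs, 19.99% in F-EPCs and 22.02% in OVX-EPCs.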

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

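The test of single libraries in this part was chosen after the result was seen. The region downstream of Slfn9 at chr11:83000723-83001122 stood out because the change against M-EPC differed between the female groups. In OVX-EPC it was -1.96 on the log2 scale (limma, Benjamini-Hochberg adjusted p = 0.0024) and in F-EPC it was -0.15 (Benjamini-Hochberg adjusted p = 0.768). The difference itself, OVX-EPC against F-EPC, was -1.86 (Benjamini-Hochberg adjusted p = 0.0096), and it was the only region of 7897 past the threshold. The reads were 32 and 36 in M-EPC, 41 and 39 in F-EPC and 8 and 8 in OVX-EPC.

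A single deviating library is argued against, as both OVX-EPC libraries had 8 reads and the weakest change with 1 library left out was -1.80. That test had little room to come out otherwise, because the region was picked for groups that do not overlap. The call itself is less firm than the size: its Benjamini-Hochberg adjusted p ran from 7.3e-04 with no filter in limma to 0.999 in DESeq2, and it was 0.0521 with the replicate number as a block, 0.0847 with the GC trend removed as well and 0.149 with at least 30 in at least 2 libraries. The absent F-EPC reads play no part, since both F-EPC libraries hold reads there. Ovariectomy stays open as a biological explanation, and so does a variant between the animals that affects mapping or copy number; neither was tested, and with 1 region and 2 libraries per group neither can be preferred. Slfn9 is also 1 of the 4 genes that prompted the list of interferon-induced genes described under the other observations.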

How the results depend on the processing

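Choices were changed 1 at a time, except that the replicate block was also run with the GC trend removed. Each result was recomputed under some of the alternatives, not under all. Those chosen after seeing the data include the fits with all deposited regions and the fit of OVX-EPC against M-EPC in covered regions. The rest are limma with TMM factors, the promoter class within 1 kb, different M-EPC libraries for each change and edgeR on 6 libraries. The last was the design's choice for raw counts.

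For F-EPC against M-EPC, where every covered region is autosomal, the 146 differing regions became 4 with DESeq2, 29 with TMM factors, 231 without a filter, 242 with a pseudocount of 5, 462 at an adjusted p under 0.1 and 340 with edgeR on 6 libraries. Taking absent F-EPC reads as 0 over all deposited regions gave 5684, of which 5556 were autosomal. The absent reads account for this by construction, since 5405 of the 5684 lay after both stops of the F-EPC reads. Of the 146 regions, 94 were among the 124 that edgeR called on 4 libraries. The split of 14 higher and 132 lower became 32 and 92 with edgeR on 4 libraries and 40 and 102 with the GC trend removed.

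For OVX-EPC against M-EPC the 76 differing regions, 67 of them autosomal, became 8 with DESeq2 (6 autosomal), 139 with edgeR and 135 with edgeR and DESeq2's factors. They became 41 with TMM factors (34 autosomal) and 40 with TMM factors from autosomes (33 autosomal). They became 145 without a filter (117 autosomal), 123 with at least 30 in at least 2 libraries (120 autosomal), 146 at an adjusted p under 0.1 (129 autosomal) and 40 with a pseudocount of 0.1 (38 autosomal). Removing the GC trend left 43 autosomal regions. In covered regions 21 differed, all autosomal, where fewer regions were tested. The split of 8 higher and 68 lower became 10 and 31 with TMM factors, 10 and 30 with TMM factors from autosomes, 12 and 40 with the GC trend removed and 66 and 73 with edgeR.

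For OVX-EPC against F-EPC the count of 1 became 0 with DESeq2 (49 at an unadjusted p under 0.05), 0 with at least 30 in at least 2 libraries (75 at an unadjusted p under 0.05) and 2 with edgeR on 6 libraries. Over all deposited regions it became 5076, 4729 of them autosomal, of which 5031 lay after both stops. The 329 regions of both female groups against M-EPC became 10 with DESeq2, 151 with at least 30 in at least 2 libraries and 679 at an adjusted p under 0.1. Their split of 95 higher and 234 lower became 145 and 175 with TMM factors, 132 and 175 when scaled to the total and 153 and 182 with the GC trend removed. It moved the other way with at least 30 in at least 2 libraries (15 and 136) and with a pseudocount of 5 (87 and 291). The cause of these shifts was not tested beyond the absent reads. In the simulated data DESeq2 recovered fewer 4-fold changes than limma and edgeR, so its low counts cannot be read as absence of change.

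The replicate numbers did not pair the libraries: correlations of deviations between groups with the same number were -0.05, -0.01 and -0.02. With the number as a block, 166 regions differed for F-EPC against M-EPC, 103 for OVX-EPC against M-EPC, 0 for OVX-EPC against F-EPC (477 at an unadjusted p under 0.05) and 214 for both female groups. The replicate block with the GC trend removed gave 301 for F-EPC against M-EPC, 40 autosomal regions for OVX-EPC against M-EPC and 0 for OVX-EPC against F-EPC (469 at an unadjusted p under 0.05).

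With at least 30 reads in at least 2 libraries the promoter share difference went from -4.53 to -0.596 percentage points for F-EPC and from -3.28 to 0.271 for OVX-EPC, and the promoter minus other difference to -0.037 and -0.043. Without each library in turn the share difference ranged from -6.33 to -2.72 for F-EPC, from -4.95 to -1.61 for OVX-EPC and from 0.284 to 2.18 for OVX-EPC against F-EPC. The promoter minus other difference ranged from -0.41 to -0.18 for F-EPC and from -0.24 to -0.083 for OVX-EPC, and against M-EPC both measures were weakest without M-EPC replicate 1. The share difference of OVX-EPC against F-EPC was lowest without F-EPC replicate 1. The correlation of changes ranged from 0.644 to 0.823 and was 0.386 with a different M-EPC library for each change. That choice removes the noise of single M-EPC libraries, but not a trend common to both. In the stricter regions the distances were 0.496 between M-EPC and F-EPC, 0.423 between M-EPC and OVX-EPC and 0.326 between F-EPC and OVX-EPC. Without each library they ranged from 0.670 to 0.771, from 0.616 to 0.719 and from 0.506 to 0.560. F-EPC and OVX-EPC were the closest pair throughout these settings. For the correlation and the distances, using all chromosomes could change nothing, since covered regions are autosomal.

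In the stricter regions X held 0.715% and 0.732% of reads in M-EPC and 0.868% and 0.859% in OVX-EPC, and Y held 0.464% and 0.444% in M-EPC and 0.587% and 0.611% in OVX-EPC. The X excess of OVX-EPC shrinks there; the cause was not tested.

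Of the 21 changes that the rule for named regions picks, 12 fell short of the threshold under an alternative, 11 of them under DESeq2, and none (0) changed direction. Under other alternatives 6 fell short. These were Gm29277, Efnb1 and Pcdh19 with a pseudocount of 0.1, Cyb5r3 with TMM factors, the region at chrX:31736852 with that pseudocount, both TMM settings or the GC trend removed, and Slfn9 with the stricter filter or either replicate block. With 1 library left out some changes at the examined genes did turn: for F-EPC against M-EPC they ranged from -0.93 to 0.19 at Ccl3 and from -0.72 to 0.41 at Angpt1. For OVX-EPC against M-EPC they ranged from -0.77 to 0.28 at Ccl3 and from -1.79 to 0.55 at Tek. Every differing region kept its direction without each library, which says little, as these regions were selected for separated groups. Single regions are limited too: at medians of 5 to 8 reads and with 2 libraries per group, simulated 2-fold changes went mostly undetected.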

Other observations

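The tests of the completeness of the F-EPC reads, of their depth, of loss of the mark, of single M-EPC libraries, of X copy number and of male cells were chosen after the result was seen. The other tests were set before their results were seen. Reading a promoter difference that exceeds the spread by less than the spread as undecided was settled afterwards.

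Both F-EPC libraries stopped at 1 position each in the text order of chromosomes. Lower depth is argued against, since the F-EPC library with fewer reads still held 252356 in covered regions, more than any M-EPC or OVX-EPC library. A loss of the mark shared by F-EPC cells is argued against, since 14553 of the 14768 regions between the stops held reads in replicate 2. Before the stops at most 2.10% of regions were empty, in the range of the other libraries. This pattern is consistent with input files of the F-EPC libraries that ended early. Whether the regions themselves were called on such files stays open. If they were, weak regions should be rarer after each stop, but their share was alike on both sides within 20 Mb: 35.9% and 32.1% at the stop of replicate 1 (Fisher's exact test, p = 0.237) and 24.4% and 23.7% at that of replicate 2 (p = 0.869). This test came out negative. The 95% intervals of the change, -9.88 to 2.31 and -6.53 to 5.30 percentage points, leave a modest drop possible. Over whole autosomal parts the values, seen before that test, go with such calling: weak regions made up 39.9% before the stops, 32.1% between them and 19.2% after both, and there were 28.5, 24.3 and 17.0 regions per Mb. These parts are different chromosomes, so the values do not decide it.

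The absent reads bear on the covered regions too. In covered regions the authors' deposited table of M-EPC over F-EPC had 0 regions at a Benjamini-Hochberg adjusted p under 0.05 and 23 at an unadjusted p under 0.05. DESeq2 fitted to all 26999 covered regions, with no filter on low reads, made 6 calls among them, with 833 at an unadjusted p under 0.05. With the filter used in the report, 9084 regions were fitted and 4 were called, with 412 at an unadjusted p under 0.05. For F-EPC over OVX-EPC the refit without the filter gave 0 calls in 26997 regions, with 147 at an unadjusted p under 0.05 compared with 7. A spread raised by the absent reads is a candidate explanation, and the gain in calls was small.

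Promoter regions were lower than other regions in both female groups. Several technical explanations remain for this. Without M-EPC replicate 1 the difference was -0.083 for OVX-EPC, within the spread of 0.0876, and -0.18 for F-EPC, beyond the spread of 0.133 by less than that spread. Both spreads were computed with M-EPC replicate 1 included, so they cannot decide whether a difference remains without it. Removing each library's GC trend left -0.074 for OVX-EPC, within the spread, and -0.14 for F-EPC, barely past it. These spreads too were computed with the GC trend still present. GC content and promoter class cannot be told apart well here, because promoter regions averaged 57.2% GC and other regions 47.7%, so removing the trend also removes part of any real promoter difference. If tagging of open chromatin differed between libraries, promoters of housekeeping genes should shift at least as far as other promoters. They did, by -0.066 more for OVX-EPC and -0.10 more for F-EPC, margins within the spread, so the test does not weigh much. Read levels do not decide it either. Over all promoter regions housekeeping promoters had a median of 12.5 reads, against 9 for all promoters and 9 for genes expected to carry the mark. Among those tested for OVX-EPC against M-EPC they had 14.8, against 15 for other promoters and 17.5 for genes expected to carry the mark. A sex difference in the mark at promoters stays open and cannot be separated from these with 2 libraries per group.

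Interferon-induced genes lay near several regions higher in M-EPC. Leaving out the 4 genes that prompted the list, 26 regions of 18 listed genes had a median log2 fold change of -0.96 for OVX-EPC against M-EPC, 24 of them lower. With TMM factors the median was -0.83. It lay below all 10000 random lists of the same class and read level, so its share is under 0.01%, the smallest these can give. Such percentiles were extreme for genes expected to carry the mark as well, so they weigh little alone. The fry test of limma, which treats libraries as replicates, gave a p-value that was 0.0374 before and 0.173 after Benjamini-Hochberg adjustment over 11 tests, so the result fails the correction. None (0) of the regions differed over all regions tested, with 16 at an unadjusted p under 0.05 and 13 adjusted over the list alone. For F-EPC against M-EPC the median was -0.86 over 12 regions, 9 of them lower and 1 differing, with a percentile of 0.13 and a fry p of 0.134. For OVX-EPC against F-EPC it was -0.07, with 4 of 8 lower, and -0.26 with TMM factors. Of the listed genes 2 are also in the study's proinflammatory list. These values are in line with more signal in M-EPC at genes that may be active there, as a hypothesis: activity was not measured here, and an immune or interferon response in 1 group of animals, cells of another type and a real difference in the mark remain untested.

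Of the other lists, none passed the correction over the 11 fry tests. Genes expected to carry the mark had a median log2 fold change of -0.40 for F-EPC against M-EPC, -0.13 for OVX-EPC against M-EPC and 0.20 for OVX-EPC against F-EPC. Among random lists these lay at percentiles of 0, 99.6 and 100, and 9, 2 and 0 regions differed (20 at an unadjusted p under 0.05 in the last). With TMM factors the medians were -0.27, 0.02 and 0.19, so the second changed direction. Housekeeping genes had -0.33, -0.29 and 0.16 in the same order, and -0.19, -0.11 and 0.13 with TMM factors. For OVX-EPC against M-EPC the proinflammatory list had -0.25 and the proangiogenic list -0.33, with Benjamini-Hochberg adjusted fry p-values of 0.586 and 0.173. With TMM factors these medians were -0.32 and -0.18. For F-EPC against M-EPC all 3 proinflammatory regions tested were lower, with a median of -0.76, or -0.60 with TMM factors.

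On chromosome X the share of region reads was 2.01 times higher in OVX-EPC than in M-EPC, and the median log2 fold change of X regions was 0.90. Both are consistent with 2 X chromosomes against 1. In regions with at least 30 reads in at least 2 libraries the share in M-EPC replicate 1 was 0.715% and in OVX-EPC replicate 1 0.868%, a smaller excess than copy number alone would give.

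OVX-EPC libraries held reads in 10 of 25 Y regions, 9 of them between chrY:90737870 and chrY:90825625. Male cells among OVX-EPC are argued against. In the 16 Y regions outside this distal part OVX-EPC had 9 reads and M-EPC 348, which is 2.65% of the M-EPC level after scaling (95% exact interval 1.20 to 5.08), and the 9 reads were all in 1 region. In the distal part the level was 131%. Sequence shared with other chromosomes was tested by the share of 25-mers found off Y. It was 32.4% in the Y regions with OVX-EPC reads and 36.2% in those without (permutation test, two-sided, p = 0.769). This comparison decides nothing, because reads of low mapping quality, which exact copies would give, had been discarded. Shared sequence stays open, as does X sequence missing from the reference assembly, which was not tested.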
